A study of Mus musculus with 8 samples. Its data were reported in "TENT5C extends Odf1 poly(A) tail to sustain sperm morphogenesis and fertility" (2026).

How the data were processed

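Poly(A) RNA from whole testes of adult mice was measured by Nanopore direct RNA sequencing, in which each read is 1 RNA molecule whose poly(A) tail length can be estimated from the current. The mice carried wild-type Tent5c (wt) or a catalytically dead allele of it in both copies (dcat), and received vehicle or busulfan at 20 mg/kg. Busulfan is an alkylating drug that kills dividing germ cells. Testes were taken 4 weeks after a single injection. The labels assigned 2 mice to each of the 4 groups, which gave 8 libraries. The methods of the study number its 2 multiplexed libraries as replicates 1 and 2. The replicate numbers of the samples were taken to match these, which the sample labels do not state. Each of the 2 multiplexed libraries held 4 barcoded extracts, 1 per group.

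The deposited count table held raw read counts per transcript, in whole numbers without normalization. The authors basecalled with Guppy, aligned with Minimap2 to GENCODE transcripts of the mouse genome GRCm38, demultiplexed with Deeplexicon, and kept reads with a passing Nanopolish tail and a confident barcode. They kept transcripts with at least 10 reads in both libraries of at least 1 group, and 0 of the 2783 deposited transcripts failed that rule when it was tested. The deposited table of tail length per read, in nucleotides (nt), came from Nanopolish as run by the authors and held 621202 reads. For 0 pairs of transcript and library did the count differ from the number of reads with a tail. The tail table listed 176 read names more than once and 6 tails under 1 nt, all of which were kept, and the longest tail was 781.21 nt. The authors also deposited log2 fold changes and Benjamini-Hochberg adjusted p-values from DESeq2 for dcat against wt within each treatment. DESeq2 as run here gave the same calls as these tables, 47 of 47 after busulfan and 0 after vehicle, with log2 fold changes that differed by at most 7.3e-05.

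Transcripts were joined by their Ensembl identifiers to GENCODE vM21, which is on the same genome build (GRCm38) as the release the authors aligned to, and 2738 of the 2783 were found in it. Of the others, 12 were contigs of repeat elements. In total, 2715 transcripts had a symbol in the files, from 2302 genes, and 11 were mitochondrial. A gene can have several transcripts in the table, and a read of their shared 3′ part was given to 1 of them by the aligner. Counts of transcripts from 1 gene are for that reason not independent, and transcripts that share exons or near-identical paralogs are reported as uncertain.

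Read counts were compared with edgeR 4.0.16 in R 4.3.3 by quasi-likelihood F tests after TMM scaling. All 8 libraries were fitted as 4 groups, so that 1 set of dispersions was shared. The contrasts were dcat against wt within each treatment, busulfan against vehicle within each genotype, and the interaction of genotype and busulfan. Mean tail length per transcript and library was compared with limma 3.58.1 by lmFit and eBayes with a trend on log2 mean reads. A transcript entered with at least 10 reads in each of the 4 libraries of a contrast, or in each of the 8 for the interaction. All tests were two-sided, p-values were adjusted by Benjamini-Hochberg over the transcripts tested, and the threshold was 0.05. The mean tail length over all reads of a library was compared by an exact permutation test, whose smallest possible p with 2 against 2 libraries is 0.333. Shares of reads with short tails (30 to 120 nt) and long tails (120 to 210 nt) are given, for single libraries, with Wilson 95% confidence intervals. These intervals, and the limit of 3 counts that a count of 0 allows, cover counting error only. CPM values beside edgeR results are scaled by TMM, and those of marker lists are not.

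Marker lists of Leydig, Sertoli, peritubular, macrophage, spermatocyte, round spermatid, late spermatid and erythroid genes, and a list of secreted or ER-targeted genes, were tested on the edgeR fit with camera at a preset correlation of 0.01 and with fry, where at least 5 genes were read. P-values of the lists were adjusted over lists and contrasts. Of the genes, 7 were on more than 1 list: all 7 were on the secreted list, 6 also on the Sertoli list and 1 also on the macrophage list. Fold changes against a group at or under 3 reads in each library are given as lower bounds, computed against 3 reads. Medians of lists with such bounds are given beside the fitted medians. They also differed where 0 genes were at a bound (Leydig genes between genotypes after busulfan, -0.106 against a fitted -0.191). A change of median thus does not show the effect of the bounds alone.

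The samples, tests, marker lists, alternatives and rule for naming genes were fixed before the data were examined. By that rule the text names a fixed list (Tent5c, Insl3, Ptgds, Odf1, Smcp, Prm1, Prm2, Tnp1, Tnp2, Ldhc, Odc1), each by its transcript with the most reads. Ccna1, also on the list, was not among the transcripts. The text then names, for each contrast, up to 4 transcripts per direction with the largest change among those with an adjusted p under 0.05 and no overlap between the groups. Other names are marked as chosen after their values were seen.

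The number of reads per library ranged from 29574 to 129074. A limit of 3 reads corresponded to between 23.2 and 101 CPM (reads scaled to a common library total). The biological coefficient of variation from edgeR was 0.219. Over the 1188 transcripts tested for tails after busulfan, the median was 28 reads per library and the median standard error of the difference was 12.0 nt. The steps were tested on simulated data, with counts drawn at the same depth. In these, edgeR recovered 177 of 200 transcripts changed 4-fold (88.5%) with 6 other calls, and DESeq2 recovered 116 (58.0%) with 1 other call. limma recovered 77 of 200 transcripts (38.5%) whose tails were changed by 30 nt and 191 (95.5%) at 60 nt, with 0 and 2 other calls. For tails, library means were drawn from normal distributions with the variances that limma had moderated. They thus followed the model of the fit, and its few other calls were largely built in. Transcripts with a spread beyond those variances were not simulated. In simulated data without change, edgeR made 0 calls.

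Whether same-numbered libraries deviated together was checked, since they were taken to come from 1 multiplexed library. The correlation of their deviations from the group means over 884 transcripts lay between -0.159 (wt vehicle and dcat vehicle) and 0.320 (dcat vehicle and dcat busulfan) for counts. For tails it lay between 0.00607 and 0.0618 over 339 transcripts. A fit with the replicate number as a block was an alternative.

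Alternatives for counts were DESeq2 1.42.0, RLE scaling, library size only, no filter on low counts, filterByExpr, the block, counts summed per gene symbol, and only the 4 libraries of a contrast. For tails they were minimums of 20 and 5 reads, medians, means of log2 lengths, weights by reads, libraries centred on their median, the block, all 8 libraries in 1 fit, and a linear model per transcript without moderation or adjustment. Each library was also left out in turn. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the remaining steps. The data of the study from other tissues, cell fractions and assays were not used here.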

Results

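Direct RNA sequencing of whole testes measured 2 quantities per transcript, the number of reads and the length of the poly(A) tail on each read. Vehicle-treated and busulfan-treated testes of wild-type (wt) and Tent5c dcat/dcat (dcat) mice were compared, with 2 mice and 2 libraries per group. Tent5c encodes a cytoplasmic poly(A) polymerase, and the dcat allele encodes the protein without its catalytic activity. The total read count, for replicates 1 and 2, was 50757 and 72138 in the wt vehicle group, 66052 and 115425 in the wt busulfan group, 29574 and 129074 in the dcat vehicle group, and 61482 and 96700 in the dcat busulfan group. The 2 dcat vehicle libraries were the least and the most deeply sequenced of the 8. Counts covered 2783 transcripts, of which 821 (dcat vehicle) to 1604 (wt busulfan) had at least 10 reads in both libraries of a group. Within groups, the chi-square per degree of freedom of the counts between replicates was 1.58 (wt vehicle), 1.29 (wt busulfan), 2.49 (dcat vehicle) and 2.58 (dcat busulfan), where sampling noise alone gives a value near 1.

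Tent5c was examined first, because dcat is a mutation of it that leaves a transcript. The Tent5c transcript (ENSMUST00000061455, GRCm38 chromosome 3, 100468057 to 100489324, 2 exons, 3′ UTR from 100468057 to 100472265) was read in all 8 libraries. It had 42 and 56 reads in wt vehicle, 22 and 115 in dcat vehicle, 18 and 31 in wt busulfan, and 24 and 66 in dcat busulfan libraries. In vehicle testes the log2 fold change of dcat over wt was 0.06 (SE 0.38, edgeR adjusted p = 1.0). After busulfan it was 1.07 (SE 0.41), from 264 ± 39.8 to 551 ± 235 TMM-scaled counts (CPM; SD, n = 2 libraries per group), with an adjusted p of 0.119 over all transcripts and 0.0190 adjusted over the list alone. Without dcat busulfan replicate 2 that change was 0.53. The fit of only the 4 busulfan libraries called it (1.12, adjusted p = 0.0217, with 0.0217 to 0.892 over the alternatives). The interaction of genotype and busulfan was 1.01 (adjusted p = 0.399). In vehicle testes the direction changed without dcat vehicle replicate 2, to -0.11. Mean Tent5c tail length was 169.8 ± 1.69 nt in wt vehicle, 159 ± 20.3 nt in dcat vehicle, 136 ± 5.06 nt in wt busulfan and 122 ± 18.9 nt in dcat busulfan testes (SD, n = 2). The limma difference between genotypes was -10.4 nt after vehicle (adjusted p = 0.989) and -14.8 nt after busulfan (adjusted p = 0.818), smaller than the spread between the dcat replicates in both cases. Base changes that tell the alleles apart were not analysed here.

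Busulfan was given to remove germ cells and so enrich cells of the interstitium, among them the Leydig cells that make Insl3. How far it did so was asked first by comparing busulfan with vehicle within each genotype. By edgeR, 2053 of 2783 transcripts differed in wt testes (986 higher and 1067 lower after busulfan) and 1746 in dcat testes (871 higher and 875 lower). DESeq2 moved these numbers most in wt testes, to 1660 with 38.7% higher in place of 48.0%. In dcat testes the largest move, to 1061, came from the fit of only the 4 dcat libraries, where 1187 of the 1746 were tested. RLE scaling lowered the median log2 fold change of all transcripts by more than 0.1 in both (from 0.09 to -0.03 in wt and from 0.14 to -0.08 in dcat), so that changes are relative to a median that depends on the scaling. Mitochondrial transcripts took 4.65% ± 0.241 of reads in wt vehicle, 5.23% ± 1.2 in dcat vehicle, 15.1% ± 0.400 in wt busulfan and 15.1% ± 1.55 in dcat busulfan libraries (SD, n = 2). The most read transcript was Prm1 in the vehicle and mt-Co1 in the busulfan libraries.

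The lists of cell-type genes moved in opposite directions after busulfan. In wt testes the median log2 fold change was -4.50 for the 16 late spermatid genes (camera adjusted p = 1.81e-07; -3.96 with 4 genes at their bound), -4.80 for 5 round spermatid genes (0.00597; -3.78 with 3 genes at their bound) and -1.97 for 6 spermatocyte genes (0.147). It was 3.18 for 10 Leydig genes (camera adjusted p = 5.16e-05; 2.88 with 1 gene at its bound), 3.03 for 9 Sertoli genes (2.01e-05; 2.91 with 1 gene at its bound) and 2.90 for 28 secreted or ER-targeted genes (1.1e-09; 2.78 with 5 genes at their bound). In dcat testes the medians were -1.84 for late spermatid (camera adjusted p = 2.49e-05), -2.57 for round spermatid (0.00308; -2.53 with 2 genes at their bound), -0.58 for spermatocyte (0.245), 2.57 for Leydig (8.78e-06), 2.74 for Sertoli (3.83e-06; 2.61 with 2 genes at their bound) and 2.52 for secreted genes (3.84e-10; 2.25 with 5 genes at their bound). All 10 of these camera calls held under fry, whose adjusted p ranged from 0.00678 to 0.0390. Under fry the spermatocyte list in wt testes was also called (adjusted p = 0.0390). Lists with fewer than 5 genes read were not tested. Erythroid genes (2 read) had 177 and 291 CPM in wt vehicle, 924 and 771 in wt busulfan, 135 and 15.5 in dcat vehicle, and 0 and 20.7 in dcat busulfan libraries, where a count of 0 allows up to 48.8 CPM. Macrophage genes (4 read) had 177 and 83.2, then 1120 and 1170, 237 and 69.7, and 911 and 765 CPM in the same order. Peritubular genes (3 read) had 532 and 679, 1559 and 1490, 406 and 527, and 1317 and 1324.

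In wt testes, Prm1 (ENSMUST00000023144, chromosome 16, 10796326 to 10796886, 2 exons) changed after busulfan by a log2 fold change of -5.08 (SE 0.50, edgeR adjusted p = 5.44e-08), Prm2 by -3.87 (1.76e-08), and Tnp1 by -5.20, Tnp2 by -5.06 and Ldhc by -4.61 (5.29e-08 each), with both busulfan libraries below both vehicle libraries. Prm2 (ENSMUST00000037996, 10791380 to 10792105) and Tnp2 (ENSMUST00000051297, 10787936 to 10788660) lie beside Prm1 on chromosome 16. Tnp1 (ENSMUST00000027374) lies on chromosome 1, from 73015074 to 73015909, and Ldhc (ENSMUST00000014545) on chromosome 7, from 46861203 to 46878142. Tent5c changed by -1.60 (adjusted p = 0.00117). Odf1 (ENSMUST00000081966, chromosome 15, 38219203 to 38226735, 2 exons, 3′ UTR from 38226602) changed by -1.19 (SE 0.34, adjusted p = 0.00315) and Smcp (ENSMUST00000098888, chromosome 3, 92583867 to 92588997, 2 exons) by -0.81 (adjusted p = 0.0334), a call that was lost with filterByExpr (-0.55, 0.118). Odc1 (ENSMUST00000221613, chromosome 12, 17547689 to 17551505, annotated as subject to nonsense-mediated decay) did not pass the threshold (-0.80, adjusted p = 0.125). Insl3 rose by 3.01 (SE 0.35, adjusted p = 2.28e-07) and Ptgds by 3.22 (SE 0.37, adjusted p = 2.51e-07). All 11 transcripts of the fixed list except Odc1 passed the threshold, over all transcripts and adjusted over the list alone. By the rule for largest changes, Prnp was at least 8.15-fold, Cpt1a at least 6.13-fold, Rhob at least 5.78-fold and Trim35 at least 5.24-fold higher after busulfan, each with 0 reads in both vehicle libraries. Gstt4 was at least 18.0-fold, Slc2a5 at least 17.2-fold, Cfap276 at least 15.5-fold and Cby2 at least 14.6-fold lower, each with 0 reads in both busulfan libraries.

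In dcat testes, the same germ cell transcripts changed by -2.13 (Prm1), -1.15 (Prm2), -2.38 (Tnp1), -2.12 (Tnp2) and -2.24 (Ldhc) after busulfan, with edgeR adjusted p between 9.64e-05 (Ldhc) and 0.00221 (Prm2). Odf1 changed by -1.96 (adjusted p = 1.9e-04). With dcat busulfan replicate 2 left out, Prm1 changed by -3.57, Tnp1 by -3.56, Tnp2 by -3.04, Ldhc by -3.14 and Odf1 by -2.28. Tent5c (-0.58, adjusted p = 0.182), Smcp (-0.65, adjusted p = 0.103) and Odc1 (-0.64, adjusted p = 0.239) did not pass the threshold, nor did they when adjusted over the list alone. Insl3 rose by 2.12 (adjusted p = 6.11e-05) and Ptgds by 3.20 (4.89e-06). Among the largest changes, ENSMUST00000185127, which was not found in the annotation, was at least 3.37-fold, Cers2 at least 2.31-fold, Cdk5 at least 2.02-fold and Eeig1 at least 1.96-fold higher. Spag6 was at least 10.8-fold, a further Ldhc transcript (ENSMUST00000211784) at least 6.82-fold, Marchf11 at least 6.47-fold and Oscp1 at least 4.72-fold lower. Cdk5 rested on 2 and 20 reads in the dcat busulfan libraries, and the further Ldhc transcript was not called by DESeq2 (adjusted p = 0.222).

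Tails were next compared between busulfan and vehicle, to see how the loss of germ cells changed the profile of the whole testis. The mean tail over all reads was 139.7 ± 1.39 nt in wt vehicle, 139 ± 7.11 nt in dcat vehicle, 114 ± 2.37 nt in wt busulfan and 113 ± 2.64 nt in dcat busulfan libraries (SD, n = 2). Busulfan libraries had shorter means by -25.9 nt in wt and -26.7 nt in dcat testes, a gap larger than the spread between replicates. For both, the exact permutation p was 0.333, the smallest that 2 against 2 libraries allow. The median over all reads moved this value most, to -49.3 and -46.1 nt. The share of reads with tails of 30 to 120 nt was 35.5% ± 0.620 in wt vehicle, 36.6% ± 5.38 in dcat vehicle, 57.8% ± 1.26 in wt busulfan and 58.4% ± 3.11 in dcat busulfan libraries. Among transcripts tested with limma, 209 of 527 differed in wt testes (3 longer and 206 shorter after busulfan) and 86 of 441 in dcat testes (0 longer and 86 shorter, with 1 longer and 162 shorter at an unadjusted p under 0.05). After each library was centred on its median, 88 were called in wt testes (51 longer and 37 shorter), of which 40 were among the 209, and 58 in dcat testes, of which 22 were among the 86. Most calls thus depended on the shift of whole libraries that centring takes off. The median difference over the transcripts tested was -19.9 nt in wt and -17.2 nt in dcat testes.

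The largest shortenings in wt testes were -121 nt for the contig ENSMUST00000229623 (adjusted p = 1.49e-04), -119 and -106 nt for 2 transcripts of Crisp2 (4.02e-06 for both) and -92.9 nt for Pgk2 (6.87e-06). The 3 lengthened were Jak3 (35.8 nt, adjusted p = 4.96e-04), Ddx5 (31.0 nt, 0.0268) and Ptgds (22.5 nt, 0.0179). Of these, the Ptgds call was lost with medians (11.5 nt, adjusted p = 0.199), with weights (0.0698) and without the trend in eBayes (0.116), and the Ddx5 call with medians (0.181), with log2 lengths and without the trend (0.102). Insl3 tails differed by 8.18 nt (adjusted p = 0.126) and Odf1 tails by 8.56 nt (adjusted p = 0.201), neither past the threshold. In dcat testes the largest shortenings were -93.6 nt for Fscb (adjusted p = 0.00460), -82.0 and -70.8 nt for 2 transcripts of St6galnac2 (0.00485 and 0.00809) and -70.5 nt for ENSMUST00000229623 (0.00809). Insl3 tails shortened by -38.3 nt in dcat testes (SE 3.14, adjusted p = 1.28e-04), a call that was lost after centring (-15.5 nt, adjusted p = 0.0986).

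Whether loss of TENT5C activity changed Insl3 and Ptgds tails in the cells that remain was the question of the busulfan genotype comparison. Insl3 (ENSMUST00000034261, chromosome 8, 71689214 to 71690575, 2 exons, 3′ UTR from 71690363 to 71690575) had 2082 and 4197 reads in wt busulfan and 930 and 1329 in dcat busulfan libraries. Its mean tail was 184 ± 4.42 nt in wt and 108 ± 3.13 nt in dcat testes (SD, n = 2), a difference of -76.3 nt (SE 2.12, limma adjusted p = 4.17e-14) that was far larger than the spread between replicates. Within the multiplexed library of replicate 1 the means were 181 nt in wt and 105 nt in dcat, and within that of replicate 2 they were 187 and 110.0 nt. Of 10 alternatives, all kept the call, medians moved this value most, to -82.5 nt, and the adjusted p of the 9 that give one was at most 0.0441. Tails of 30 to 120 nt made up 3.46% (Wilson 95% interval 2.76% to 4.33%) and 3.0% (2.53% to 3.56%) of Insl3 reads in the wt libraries, against 61.2% (58.0% to 64.3%) and 59.6% (56.9% to 62.2%) in the dcat libraries. Tails of 120 to 210 nt made up 75.2% ± 2.74 in wt and 33.4% ± 1.74 in dcat testes. The most frequent length was 177.5 nt in both wt and 72.5 nt in both dcat libraries. It was taken as the peak of bins of 5 nt after a moving average over 5 bins.

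**Figure D1:**
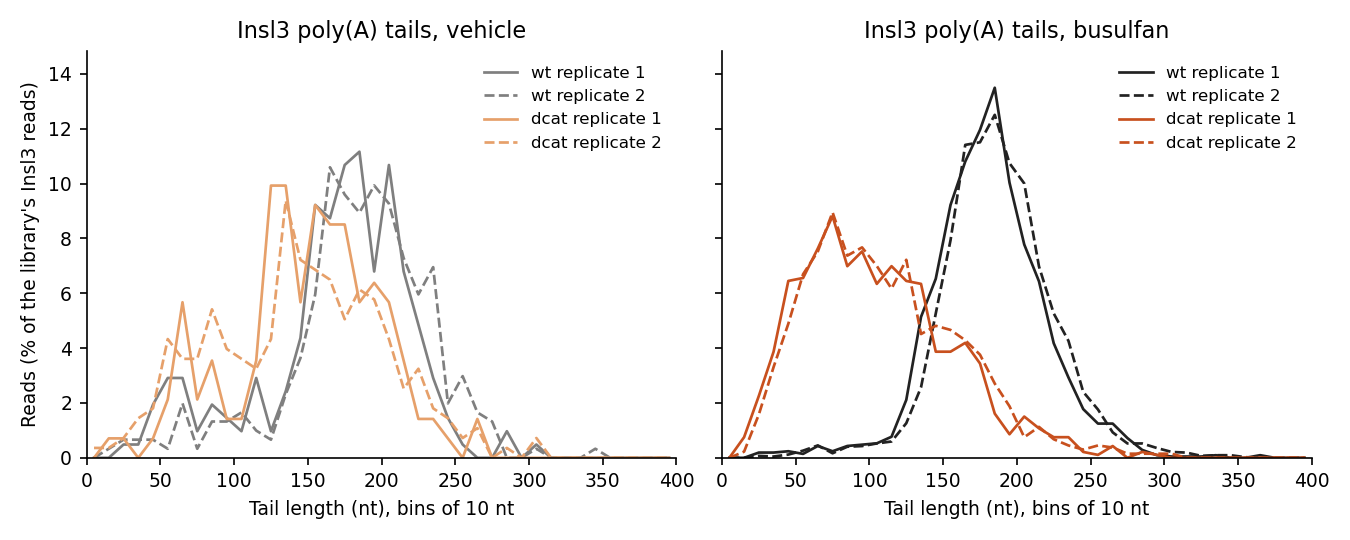
Share of Insl3 reads (%, y axis) by poly(A) tail length (nt, x axis, bins of 10 nt) in vehicle (left) and busulfan (right) testes, with 1 line per library and dashed lines for replicate 2. After busulfan the mean was 184 nt in wt and 108 nt in dcat testes.

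Ptgds (ENSMUST00000114259, chromosome 2, 25466709 to 25469749, 7 exons) had a mean tail of 189.6 ± 0.358 nt in wt and 122 ± 6.85 nt in dcat testes after busulfan (SD, n = 2), a difference of -67.4 nt (SE 3.92, limma adjusted p = 3.15e-09). Its 3 other transcripts, which share the last exon (25466709 or 25466712 to 25466831), differed by -79.1, -72.0 and -65.3 nt. The last of these 3 was named after its values were seen. Odf1 tails were 185 and 191 nt in the wt and 116 and 159 nt in the dcat libraries, a difference of -50.1 nt (SE 9.50, adjusted p = 0.00660). The dcat libraries held 41 and 90 Odf1 reads, and without dcat busulfan replicate 1 the difference was -28.7 nt. This call was lost with a minimum of 20 reads (adjusted p = 0.207) and without the trend in eBayes (0.539). Smcp tails differed by -30.8 nt (adjusted p = 0.0528), Prm1 by 19.0 nt (0.123) and Tnp2 by 17.9 nt (0.135), which passed the threshold adjusted over the list alone (0.00208, 0.00520 and 0.00520). Over all transcripts they passed under some alternatives. Smcp did so with medians (adjusted p = 0.00851), log2 lengths (3.97e-08), centring (1.43e-08) and the replicate block (5.02e-07). Prm1 did so with log2 lengths (2.64e-04), centring (0.0306) and the block (2.12e-05), and Tnp2 with log2 lengths (2.45e-04). Smcp tails were 131 and 118 nt in the wt and 78.3 and 109 nt in the dcat libraries. The dcat libraries thus lay as far apart as the group means. Small adjusted p-values for Smcp rest on a spread moderated across transcripts, and not on close dcat replicates. The other fixed-list transcripts, Prm2, Tnp1, Ldhc and Odc1, differed by between -5.75 and 17.2 nt with adjusted p of at least 0.834, of which Prm2 passed with log2 lengths (0.0302). In all, 3 of 11 fixed-list transcripts passed over all transcripts and 6 of 11 adjusted over the list alone.

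**Figure D2:**
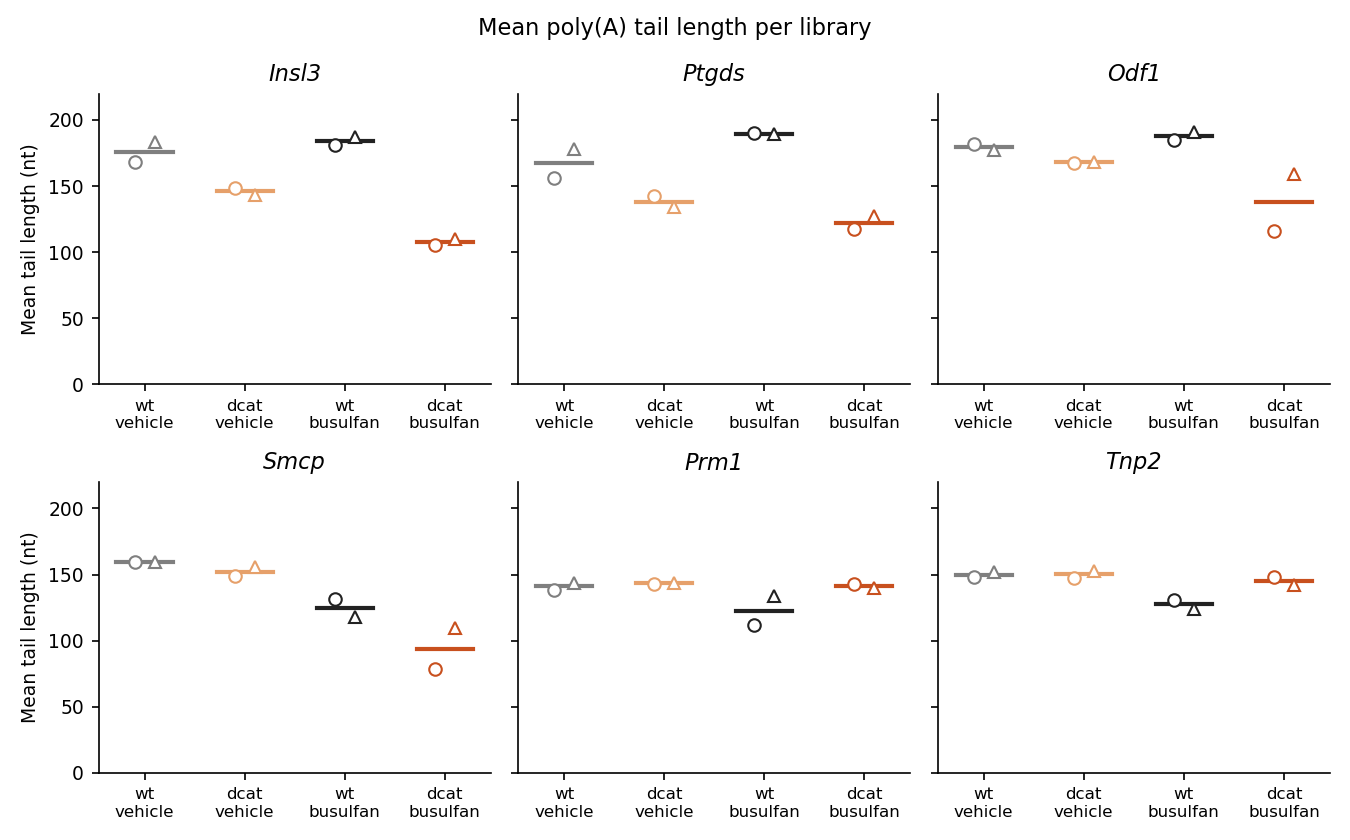
Mean poly(A) tail length (nt, y axis) of 6 fixed-list transcripts in each library (x axis, 4 groups), with circles for replicate 1, triangles for replicate 2 and bars for the mean of the 2 libraries. Odf1 tails of the dcat busulfan libraries were 116 and 159 nt, below both wt busulfan libraries at 185 and 191 nt.

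Across the 1188 transcripts tested after busulfan, limma called 16 from 12 genes, 4 longer and 12 shorter in dcat testes. At an unadjusted p under 0.05 there were 98, of which 63 were longer, and the median difference was 2.85 nt. The longer calls were Crisp2 (ENSMUST00000024724, chromosome 17, 40764734 to 40794115, 10 exons; 58.1 nt, adjusted p = 5.71e-04), 2 transcripts of Oaz3 (chromosome 3, from 94433387; 53.1 nt, 1.46e-04, and 49.98 nt, 0.0158) and the Leydig list gene Aldh1a1 (chromosome 19, 20492715 to 20643465; 22.6 nt, 0.0363). Crisp2 tails averaged 50.5 nt in wt and 109 nt in dcat busulfan testes, against 157 and 149 nt after vehicle. The largest shortenings besides Ptgds and Insl3 were those of Jak3 (-69.8 nt, adjusted p = 8.99e-09). Jak3 (ENSMUST00000051995, chromosome 8, 71676296 to 71690575, 25 exons) shares its last exon of 404 bases, from 71690172 to 71690575, with Insl3, so that these reads could not be assigned with certainty. The remaining calls were named after their values were seen. These were Apoc1 (-63.3 nt), Tppp2 (-53.0 nt), Vcam1 (-49.1 nt), Apoe (-36.9 nt) and Pebp1 (-26.9 nt), with adjusted p between 5.7e-05 (Apoc1) and 0.0220 (Apoe). Without the trend in eBayes only 7 calls were left, none of them longer, and Apoc1 was 1 of 4 genes still called, with Insl3, Ptgds and Jak3. Over the whole library the difference between genotypes was -1.08 nt (exact permutation p = 0.667), within the spread between replicates. Its sign depended on the measure, since a mean that weighted 339 transcripts equally gave 4.2 nt. The linear model without moderation or adjustment moved the number of calls most, to 81.

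**Figure D3:**
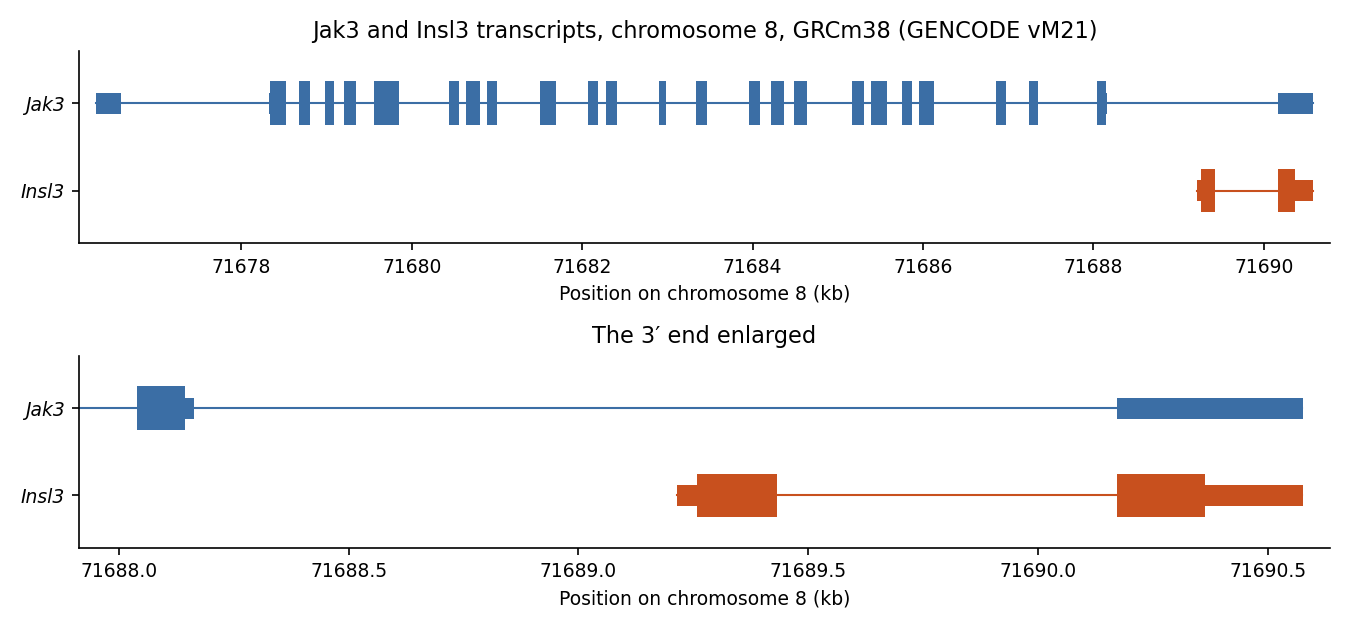
Map of the Jak3 and Insl3 transcripts on chromosome 8 (x axis, position in kb, GRCm38), with tall boxes for coding parts, low boxes for untranslated parts and lines for introns. Both transcripts end in the same exon of 404 bases, from 71690172 to 71690575.

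In vehicle testes, where germ cells are present, Insl3 was the only 1 of 720 transcripts called, with 20 longer and 14 shorter in dcat at an unadjusted p under 0.05. Its mean tail was 176 ± 10.7 nt in wt and 146 ± 3.42 nt in dcat testes (SD, n = 2), a difference of -29.9 nt (SE 5.42, limma adjusted p = 0.0119). This call was lost under 6 of 10 alternatives, with an adjusted p of up to 0.991 for an eBayes fit without trend. Ptgds tails differed by -29.0 nt and Odf1 tails by -11.4 nt, both with an adjusted p of 0.989. On the fixed list, 1 of 10 transcripts tested passed adjusted over the list alone. The library-wide difference was -0.319 nt (exact permutation p = 1.0).

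The interaction asked whether the effect of genotype on tails differed between treatments. Of 339 transcripts with at least 10 reads in all 8 libraries, limma called 3. At an unadjusted p under 0.05 there were 25. The difference between genotypes was larger after busulfan for Insl3 by -46.5 nt (SE 6.20, adjusted p = 0.00979) and for Jak3 by -60.8 nt (0.0422), and it was in the longer direction by 51.8 nt for Oaz3 (ENSMUST00000199678, 0.0422). For Ptgds (-38.5 nt, adjusted p = 0.180) and Odf1 (-38.7 nt, 0.582) the difference between treatments did not pass the threshold, but both passed after centring (-39.3 nt, 0.0165, and -39.5 nt, 0.0417). Adjusted over the list alone, Insl3, Ptgds and Tnp2 passed. Without the trend in eBayes 0 of the 3 calls were left (adjusted p = 0.190 for each), while centring moved the number to 8. The Jak3 and Oaz3 calls were also lost with medians and with a minimum of 5 reads.

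Whether the Insl3 level fell with its tail was asked on the read counts of the busulfan libraries. Insl3 reads were lower in dcat than in wt testes by a log2 fold change of -1.18 (SE 0.32, edgeR adjusted p = 0.0299, 0.00204 adjusted over the list alone), from 33381 ± 8673 to 14688 ± 346 CPM (TMM-scaled; SD, n = 2). Both dcat libraries were below both wt libraries, and so within each multiplexed library. Without wt busulfan replicate 2 the change was -0.89. After vehicle the change was -0.30 (SE 0.33, adjusted p = 1.0). The interaction for Insl3 was -0.88 (SE 0.46, edgeR adjusted p = 0.361), so a difference between treatments was not shown. Ptgds reads did not differ after busulfan (-0.01, SE 0.32, adjusted p = 0.993). Odf1 changed by -0.97 (SE 0.36, adjusted p = 0.106) and passed adjusted over the list alone (0.0179), as well as over all transcripts under 4 of the alternatives (at most 0.0484). Without wt busulfan replicate 2 the Odf1 change was -0.38. Smcp changed by -0.29 (adjusted p = 0.730; 0.33 without wt busulfan replicate 2) and Odc1 by 0.14 (adjusted p = 0.938). Over the fixed list, 6 of 11 transcripts passed over all transcripts and 8 of 11 adjusted over the list alone.

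Of 2783 transcripts, edgeR called 162 between genotypes after busulfan, 150 higher and 12 lower in dcat testes, with a median log2 fold change of 0.20 over all transcripts. RLE scaling shifted that median by -0.14 and gave 142 calls. DESeq2 with all 8 libraries gave 47, all among the 162, of which 138 had an adjusted p. DESeq2 with only the 4 busulfan libraries, an alternative chosen after seeing the data, moved the number most, to 14, with an adjusted p for only 31 of the 162. Prm1 was higher in dcat testes by a log2 fold change of 2.80 (SE 0.46, edgeR adjusted p = 6.63e-04), Prm2 by 2.60 (2.47e-05), Tnp1 by 2.81 and Tnp2 by 2.80 (both 6.63e-04), and Ldhc by 2.23 (0.00330), each with both dcat libraries above both wt libraries. Without dcat busulfan replicate 2 Prm1 changed by 1.37, Tnp1 by 1.62 and Ldhc by 1.33, and DESeq2 with 4 libraries did not call Prm1, Tnp1 and Tnp2 (adjusted p of 0.122 to 0.195). The late spermatid list had a median of 2.55 (12 of 16 genes higher, camera adjusted p = 1.3e-08; 2.27 with 4 genes at their bound). Its CPM were 7782 and 10778 in wt and 19729 and 36970 in dcat busulfan libraries. The log2 ratio of these sums was 1.61, and 1.09 without dcat busulfan replicate 2. The secreted list had a median of -0.48 (5 of 28 genes higher, camera adjusted p = 1.07e-05). Medians of the other lists, none called, were -0.25 for Sertoli (adjusted p = 0.0615), -0.19 for Leydig (0.154), 1.3 for round spermatid (0.167; 1.41 over 3 genes with 1 at its bound) and 0.92 for spermatocyte genes (0.239). Neither call held under fry (adjusted p = 0.102 and 0.183).

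**Figure D4:**
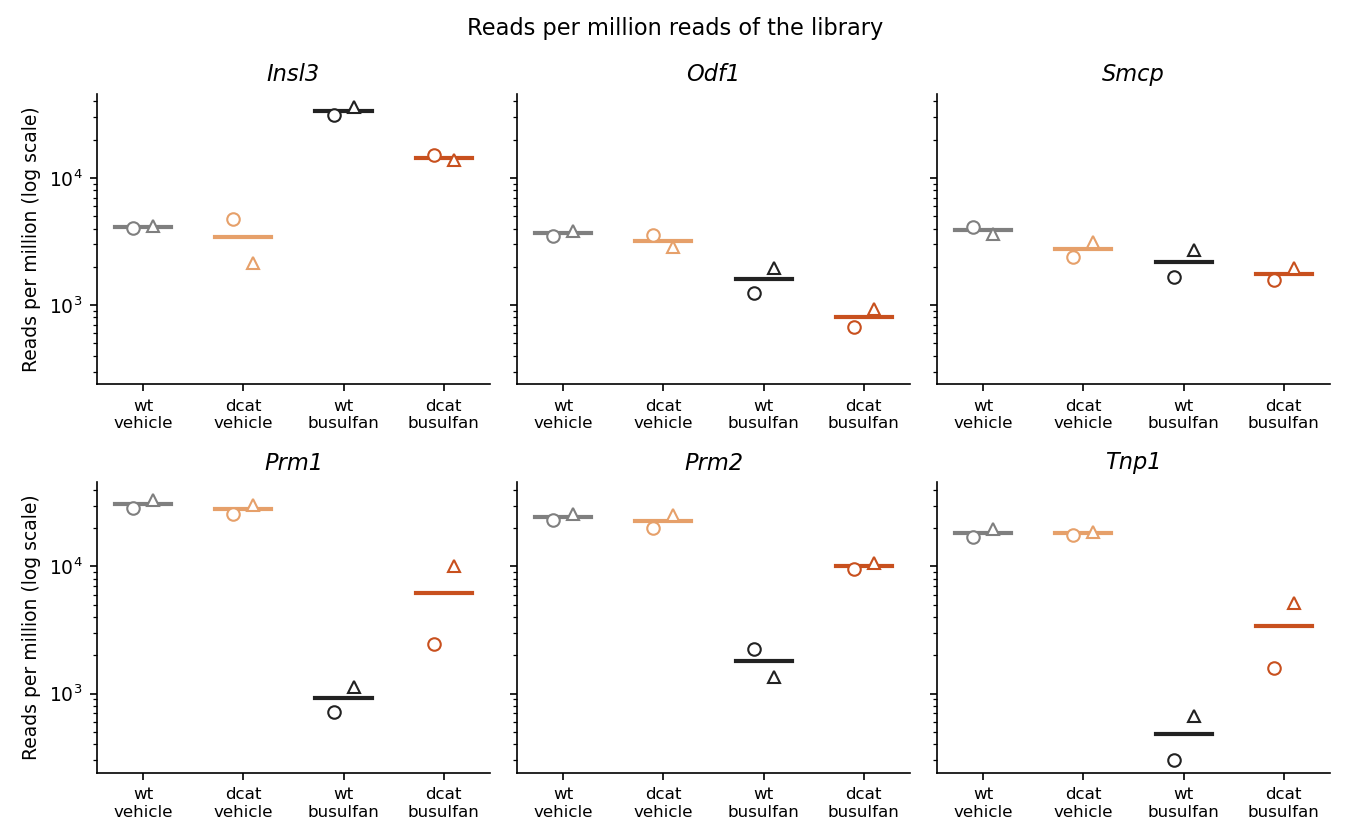
CPM (reads divided by the library's reads, y axis, log scale) of 6 fixed-list transcripts in each library (x axis, 4 groups), with circles for replicate 1, triangles for replicate 2 and bars for the mean. After busulfan both dcat libraries lie below both wt libraries for Insl3, with a log2 fold change of -1.18, and above them for Prm1 (2.80), Prm2 (2.60) and Tnp1 (2.81).

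By the rule for largest changes after busulfan, Cby2 was at least 3.69-fold and Nudt16l2 at least 3.6-fold higher in dcat testes. Gstt4 was at least 3.21-fold and Slc2a5 at least 2.73-fold higher. Each had 0 reads in both wt libraries. In dcat replicates 1 and 2 the reads were 4 and 17 (Cby2), 5 and 15 (Nudt16l2), 4 and 14 (Gstt4), and 2 and 14 (Slc2a5). These bounds thus rest mostly on replicate 2, and Slc2a5 was under the limit of 3 reads in replicate 1. In the other direction, Hbb-bs (ENSMUST00000023934, chromosome 7, 103826534 to 103827928, 3 exons) was at least 14.9-fold lower in dcat testes, with 48 and 61 reads in wt against 0 and 2 in dcat libraries (adjusted p = 2.77e-05). Hba-a2 (ENSMUST00000093207, chromosome 11, 32296489 to 32297298, 3 exons) was at least 5.37-fold lower, with 13 and 28 against 0 and 0 reads (0.00172). Globin genes have near-identical paralogs, so the gene of origin of these reads is uncertain. Serpina3n was at least 4.58-fold lower, and Cstdc2 fell by 2.63 on the log2 scale (30 and 52 against 3 and 8 reads, adjusted p = 0.00411). DESeq2 with all 8 libraries gave no adjusted p for Hba-a2, Serpina3n and Cstdc2, whose log2 fold changes there were -6.61, -2.94 and -2.83, so that these calls were not tested by it.

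In vehicle testes, edgeR called 0 of 2783 transcripts between genotypes, with 65 at an unadjusted p under 0.05 where 139 are expected by chance. The smallest adjusted p was 0.175, for Hbb-bs. Every fixed-list transcript had an adjusted p of 1.0, and 0 passed adjusted over the list alone. The late spermatid list, with a median of -0.14 and 1 of 16 genes higher, was called by camera (adjusted p = 0.00781) and not by fry (0.604). The other 5 lists tested had medians between -0.20 and 0.17 and camera adjusted p of at least 0.240. With genes at their bound the median was 0.04 for Leydig (1 gene), 0.04 for secreted (4 genes) and 0.27 for Sertoli genes (1 gene).

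The interaction on counts asked whether the genotypes differed in their response to busulfan. It was called for 9 transcripts, all in the direction of higher counts in dcat busulfan testes, and 451 had an unadjusted p under 0.05. Among the 9 were Prm1 (log2 difference 2.94, SE 0.61, edgeR adjusted p = 0.0223), Prm2 (2.72, 0.00108), Tnp1 (2.82, 0.0270) and Tnp2 (2.93, 0.0223). By the rule, Spem1 (4.96), Spata6 (4.33), 4933411K16Rik (3.40) and Cby2 (6.85) were also named. The value of Cby2 is fitted against 0 reads in wt busulfan libraries, depends on the prior count and is no bound. Ldhc, at 2.37, passed only adjusted over the list alone (4.75e-04). The late spermatid list had a median interaction of 2.63 (camera adjusted p = 4.96e-10), the secreted list of -0.39 (7.52e-04) and the Sertoli list of -0.47 (0.0478), and none of the 3 held under fry (adjusted p = 0.102, 0.448 and 0.499). Leydig (-0.40), round spermatid (1.29) and spermatocyte (1.03) lists were not called, with adjusted p of at least 0.0615.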

Values the study reported

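After busulfan, the study reported that Insl3 and Ptgds RNAs in wild-type testes carried tails of mostly ~180 nt. In the testes of dcat mice, tails of both RNAs were reported to be shortened step by step to ~60 nt, with fewer tails of ~180 nt. The study also reported a lower Insl3 level in dcat testes after busulfan.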

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

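The tests of vehicle reads under busulfan barcodes, of wt busulfan reads under the dcat vehicle barcode, of 1 mouse, and of the Jak3 exon were chosen only after the result was seen.

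A difference between the genotypes in their response to busulfan, by the interaction term, marked 8 transcripts for a closer look. The interaction was 2.94 for Prm1, 2.72 for Prm2, 2.82 for Tnp1, 2.93 for Tnp2, 4.96 for Spem1, 4.33 for Spata6 and 3.40 for 4933411K16Rik on the log2 scale. For Cby2 it was 6.85, a fitted value that depends on the prior count. The late spermatid list had a median of 2.63 by camera, which did not hold under fry. Late spermatid transcripts kept 7.58% and 9.55% of their vehicle level in wt and 22.3% and 34.7% in dcat busulfan libraries.

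Reads under a wrong barcode would keep the germ cell lists in the proportions of the vehicle libraries. The highest share kept by the 3 lists was at least 2.89 times the lowest in each of the 4 busulfan libraries. This argues against wrong barcodes as the sole cause. The argument is weaker for dcat busulfan replicate 1, where the late spermatid and spermatocyte lists kept similar shares (22.3% and 22.6%). There it rested on the round spermatid list (7.83%), with only 7 reads. Reads of dcat vehicle testes under the dcat busulfan barcode could still add to the difference. The late spermatid reads were 46.4% and 26.0% of those in the dcat vehicle libraries, at least 1.57 times the upper bound of a limit from the transcripts least read after busulfan. With that bound taken off, 11022 and 17273 CPM were left, against at most 10778 in wt testes. For the list in replicate 1, where the margin is small, the 2 sources thus cannot be told apart. There 588 of the 1213 list reads were Prm2, against 589 Prm2 reads in the dcat vehicle library. Prm2 tails averaged 94.7 nt there and 143 nt in that vehicle library, which argues against wrong barcodes as the main source of Prm2 reads. Prm1, with 150 against 765 reads, had a mean tail of 143 nt in both, so its source stays open.

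A weaker loss of germ cells in the dcat mouse of replicate 2 may also account for part of the difference, as the log2 ratio of late spermatid list reads was 1.61, and 1.09 without that library. In the lower dcat library, replicate 1, the list was 1.83 times the higher wt library, and 1.08 times without Prm2. Of the 16 list genes, 11 were above both wt libraries there, and Prm1 kept 9.43%, Tnp1 8.90% and Tnp2 14.2% of their vehicle level, against at most 3.36%, 3.40% and 4.11% in wt testes. With 2 mice per group, a chance difference in the response of single mice to the drug and an effect of genotype on germ cell loss cannot be told apart. An effect of genotype stays open as a hypothesis.

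The secreted list, with a median interaction of -0.39, and the Sertoli list, with -0.47, were marked by the same term under camera and did not hold under fry. In dcat busulfan replicate 2 the late spermatid, round spermatid and spermatocyte lists took more reads than in either wt library, which would lower the share of other cell types. In replicate 1 the spermatocyte list did not (504 CPM, against 530 and 572 in wt), and the Leydig list was not lower (15045 CPM, against at most 14670.3). A larger share of germ cell reads in replicate 2 could contribute to the Sertoli median, as the log2 ratio of Sertoli list reads in busulfan testes was -0.29, and -0.09 without dcat busulfan replicate 2, whose late spermatid list without Prm2 was the highest (the lower dcat library was at 1.08 times wt). For the secreted list this ratio was -0.79, and -0.64 without that library. Without Insl3, it was -0.56 and -0.38, so that this library may account for part of the change in both lists. This was not tested apart from an effect of genotype on these transcripts.

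For tails, the interaction marked Insl3 (-46.5 nt), Jak3 (-60.8 nt) and Oaz3 (51.8 nt). Insl3 tails were shorter in dcat testes after both treatments, and less so after vehicle. Some wt busulfan reads, rich in long Insl3 tails, may have been assigned to the dcat vehicle barcode. The share of wt busulfan reads needed for this was 3.85% and 2.88%, only 0.216 times the upper bound of the limit in the library where it was lower. By number of reads the data therefore leave room for it, because the limit is wide. In dcat vehicle libraries Insl3 tails peaked at 132.5 and 147.5 nt, between the peaks of dcat (72.5 nt) and wt busulfan libraries (177.5 nt). Tails of 130 to 140 nt, a bin chosen after seeing the data, made up 9.93% and 9.39%, against at most 6.34% after busulfan. A mix of busulfan profiles cannot exceed both sources, which argues against wrong barcodes as the whole cause. With only 14 and 26 reads in that bin, a part stays open beside a smaller effect of genotype in testes with germ cells. A shift of whole libraries is argued against for the busulfan genotype comparison, where 15 of 16 calls were kept after centring.

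The last exon of the Jak3 transcript lies to 100% in the last Insl3 exon, and mean tails of Jak3 reads differed from Insl3 tails by between -10.5 and 0.207 nt in the busulfan libraries, but by -34.0 and -42.0 nt in the wt and by -31.2 and -2.93 nt in the dcat vehicle libraries, the last of which was as close as after busulfan. The Jak3 reads after busulfan may be largely Insl3 reads, and Jak3 and Insl3 cannot be told apart, because the reads were counted by transcript and not by position.

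Oaz3 is on the late spermatid list, and its tails were 66.2 nt in wt and 119 nt in dcat busulfan testes. As for the list as a whole, which in the lower dcat library was at 1.83 times the wt level and at 1.08 times without Prm2, a different germ cell content may contribute to its tail length. The Oaz3 transcript itself had 49 and 158 reads in wt and 34 and 108 in dcat busulfan libraries. It thus did not show the excess of the list. Whether germ cell content sets its tail length was not tested.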

How the results depend on the processing

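The Insl3 and Ptgds tail differences after busulfan kept their direction and their call under all alternatives run, from -82.5 to -76.3 nt for Insl3 and from -72.0 to -66.5 nt for Ptgds, with means of log2 lengths on another scale. The Insl3 count change after busulfan was called under all alternatives, from -1.36 to -1.15, and ranged from -1.43 to -0.89 across the 4 fits that each left out 1 library, lowest in size without wt busulfan replicate 2. The 0 count calls between genotypes after vehicle (65 at an unadjusted p under 0.05) stayed 0 under all alternatives. These included DESeq2 with 4 libraries and a block with the wt vehicle numbers swapped, both chosen after seeing the data, as were eBayes without trend and, for Insl3 and Ptgds tails, the model without moderation. For comparisons, 113 of 161 values under alternatives kept direction and call or stayed within 1.5 times. For single transcripts and lists, 894 of 984 did, while 62 were weaker (9 for lack of an adjusted p from DESeq2), 16 stronger and 12 reversed. Without 1 library, 57 of 392 single values moved by more than the spread and 12 reversed. Except where stated, the cause was not tested.

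For counts after busulfan, 162 calls between genotypes became 47 with DESeq2 and 14 with DESeq2 on 4 libraries (7 higher and 7 lower), with an adjusted p for 138 and 31 of the 162. The share of calls that were higher was 92.6%, 71.5% in edgeR with 4 libraries and 50% in DESeq2 with 4. The edgeR fit with 4 libraries made 137 calls and tested 57 of the 162, all of which it called. The shares of the edgeR fits thus cover largely different transcripts. In dcat testes, 1746 busulfan calls became 1095 with DESeq2 (391 higher) and 1061 with 4 libraries, where 1187 of the 1746 were tested. The share that were higher, 49.9%, became 35.7% with DESeq2. In wt testes 48.0% became 38.7%. The 9 interaction calls became 68 with RLE, 85 with library size, 36 with filterByExpr and 32 per gene symbol. The paired block gave 123, all 9 among them.

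After busulfan, the Ptgds count change of -0.01 became 0.020 with 4 libraries and lay between -0.21 and 0.22 across the leave-outs. Smcp lay between -0.72 and 0.33, above 0 without wt busulfan replicate 2. Odc1, at 0.14, became -0.00375 with RLE, -0.040 with filterByExpr and -0.26 per gene symbol, and lay between -0.090 and 0.38 across the leave-outs. After vehicle, Tent5c at 0.06 became -0.00866 with DESeq2 and lay between -0.11 and 0.29 across the leave-outs. Ptgds at 0.01 became -0.029 with DESeq2, -0.072 with RLE, -0.015 with library size, -0.00453 with filterByExpr and -0.17 per gene symbol, and lay between -0.27 and 0.53. Odf1 lay between -0.27 and 0.00366. Insl3 lay between -0.81 and 0.20, and reversed without dcat vehicle replicate 2. None of these was called, and 17 to 41 Ptgds reads per vehicle library limit what could be detected.

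For tails after busulfan, 16 calls between genotypes became 9 with a minimum of 20 reads, where 14 of the 16 were tested (Odf1 at 0.207, 1 Oaz3 transcript at 0.111, Aldh1a1 at 0.0968, Apoe at 0.0944 and Pebp1 at 0.0892 no longer passed), 29 with medians, 34 with log2 lengths, 25 after centring, 81 without moderation at an unadjusted p, and 7 without trend. The paired block gave 27, all 16 among them. Prm2 at 6.91 nt lay between -10.7 and 24.6 nt across the leave-outs and reversed without wt busulfan replicate 1 (-5.44) and without dcat busulfan replicate 2. Tnp1 at 8.09 nt lay between -3.31 and 19.5 nt, and Ldhc at -5.75 nt between -14.1 and 2.64 nt. The 1 vehicle call became 0 with medians, log2 lengths, no trend, and all 8 libraries in 1 fit, and 28 without moderation, Insl3 not among them. It also became 0 with the block. For Insl3 itself the difference was -34.3 nt with medians (adjusted p = 0.894), -0.31 on the log2 scale (0.567), and -29.9 nt without moderation, with the block (0.981), without trend (0.991) and with all 8 libraries (0.470), against 3.31e-06 after centring.

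For tails between treatments, 209 calls in wt testes became 121 with a minimum of 20 reads (108 of the 209 were tested and all kept) and 88 after centring (40 of the 209 among them), where Prm1 (-18.5 nt) became 4.70 nt and Tnp2 (-22.6 nt) 0.660 nt, since centring takes off the median shift. In dcat testes 86 calls became 48 with a minimum of 20 reads (49 of the 86 were tested and 42 kept), 156 with weights, 50 without trend and 134 with all 8 libraries in 1 fit. The block gave 136. The 3 interaction calls became 1 with a minimum of 5 reads, 1 with medians, 5 with log2 lengths, 8 after centring, 23 without moderation and 0 without trend. Of 144 results with the block, 137 kept direction and call, 1 was weaker, 2 were stronger (Smcp and Prm1 tails between genotypes after busulfan) and 4 moved.

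The library-wide tail difference between genotypes after busulfan, -1.08 nt, became 1.195 nt for the median and 4.2 nt with transcripts weighted equally, and lay between -2.95 and 0.780 nt across the leave-outs (0.592 without wt busulfan replicate 2). After vehicle, -0.319 nt became 1.53 nt with equal weights and lay between -5.34 and 4.71 nt (0.662 without wt vehicle replicate 2). The busulfan differences became -49.3 nt (wt) and -46.1 nt (dcat) for medians, and -22.1 and -19.4 nt with equal weights. With 2 libraries per group, the exact test could not pass the threshold.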

Other observations

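The tests of long-tailed transcripts, of Odf1 and of globin reads were chosen only after the result was seen.

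Insl3 is not on the Leydig list. Insl3 reads relative to the reads of that list were 2.31 ± 0.234 in wt and 1.1 ± 0.133 in dcat busulfan testes (SD, n = 2), a ratio of 0.475. A lower share of Leydig cells would leave this ratio unchanged, so it is unlikely to be the whole cause of the lower Insl3 count. In the vehicle libraries the ratio was 2.12 and 1.94 in wt and 1.93 and 1.1 in dcat testes. Whether the lower count follows from the shorter tail stays open. Across the 668 transcripts higher after busulfan, which are not independent replicates, the Spearman rho of tail change and count change was 0.0290, inside the range of -0.0819 to 0.118 that 100 simulations of unchanged groups gave. Over all 1188 transcripts it was 0.0825, above the highest simulated value of 0.0637, but replicates of the dcat busulfan group alone gave 0.105. Of the 12 shortened transcripts, 9 had a negative count change and 1 passed the threshold.

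Insl3 tails averaged 108 nt in dcat busulfan testes. That is higher than the value quoted from the study above. Ptgds tails averaged 122 nt there. That too is higher than the value quoted from the study above. The quoted length is the end of a gradual shortening and stands for a class of short tails, so that a mean over all reads is not the same measure. The most frequent Insl3 tail length, from smoothed bins as above, was 72.5 nt. Tails of 30 to 120 nt made up 60.4% ± 1.12 of Insl3 reads (SD, n = 2). For Ptgds the most frequent length was 67.5 nt in replicate 1 and 132.5 nt in replicate 2, and such tails made up 62.9% and 47.0% of reads, so that short tails were not the peak in replicate 2.

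Insl3 and Ptgds encode secreted proteins, and a shortening of secreted or ER-targeted transcripts as a class was one hypothesis. The list without Insl3 and Ptgds (23 genes) differed from 1006 other genes by -2.40 nt in mean tail change (permutation p = 0.424), with 12 of 23 shorter in dcat. The members may be too varied for this test, since they went both ways around a median of -0.320 nt, so that the hypothesis was neither shown nor excluded.

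Tails were shorter after busulfan in both genotypes. A shift of the measurement is unlikely, because the 10 mitochondrial transcripts changed by a median of 0.985 nt in wt and -3.23 nt in dcat testes, against -20.4 and -17.7 nt for the others. Loss of long-tailed transcripts alone is argued against by a median change of -19.9 nt within the 339 transcripts read in every library, more than the largest median difference between replicates of 6.35 nt. The same transcript in other cell types, or in other stages of germ cells, may carry tails of other lengths, which was not tested.

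Odf1 kept 35.6% and 51.2% of its vehicle level in wt busulfan libraries, where Prm1 kept 2.48% and 3.36%. Vehicle reads under the busulfan barcodes are unlikely to explain this, since Odf1 reads were at least 13.7 times the number that the Prm1 share allows. In dcat testes Odf1 kept 18.8% and 32.3%. Shorter Odf1 tails in dcat busulfan testes could reflect another mix of remaining germ cells. A mix that moves late spermatid transcripts alike is argued against by a median tail change of 13.0 nt over the 6 other genes of the list, of which 5 were longer. A mix that moves them unequally stays open, as Smcp changed by -30.8 nt and Oaz3 by 53.1 nt. Within the dcat busulfan group, the mouse with more late spermatid reads had the longer Odf1 tails (159 against 116 nt).

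Hbb-bs reads were fewer in dcat than in wt busulfan testes. Less blood in the tissue may explain this, as Hba-a2 was at least 5.50 times lower too in CPM without TMM scaling. With TMM scaling this bound was 5.37. A strain variant at the Hbb locus alone is argued against by 0.0 Hba-a2 reads in both dcat busulfan libraries, against 41 in the wt libraries, since Hba-a2 lies on another chromosome. In the vehicle libraries, however, Hba-a2 had 2 and 5 reads in wt and 4 and 1 in dcat testes while Hbb-bs had 7 and 16 against 0 and 1, so a variant at Hbb could add to the difference.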
